# p53 controls the plasticity of mammary luminal progenitor cells downstream of Met signaling

**DOI:** 10.1186/s13058-019-1101-8

**Published:** 2019-01-25

**Authors:** Aurélie Chiche, Amandine Di-Cicco, Laura Sesma-Sanz, Laura Bresson, Pierre de la Grange, Marina A. Glukhova, Marisa M. Faraldo, Marie-Ange Deugnier

**Keywords:** Mammary gland, Breast cancer, Stem cells, p53, Met

## Abstract

**Background:**

The adult mammary epithelium is composed of basal and luminal cells. The luminal lineage comprises two major cell populations, positive and negative for estrogen and progesterone receptors (ER and PR, respectively), both containing clonogenic progenitor cells. Deregulated ER/PR^−^ luminal progenitor cells are suspected to be at the origin of basal-type triple-negative (TNBC) breast cancers, a subtype frequently associated with loss of P53 function and MET signaling hyperactivation. Using mouse models, we recently reported that p53 restricts luminal progenitor cell amplification whereas paracrine Met activation stimulates their growth and favors a luminal-to-basal switch. Here, we analyzed how these two critical pathways interact to control luminal progenitor function.

**Methods:**

We have (i) established and analyzed the gene expression profile of luminal progenitors isolated by ICAM-1, a robust surface marker we previously identified; (ii) purified luminal progenitors from p53-deficient and p53-proficient mouse mammary epithelium to compare their functional and molecular characteristics; and (iii) analyzed their response to HGF, the major Met ligand, in three-dimensional cultures.

**Results:**

We found that luminal progenitors, compared to non-clonogenic luminal cells, overexpress *Trp53* and numerous p53 target genes. In vivo, loss of *Trp53* induced the expansion of luminal progenitors, affecting expression of several important p53 target genes including those encoding negative regulators of cell cycle progression. Consistently, p53-deficient luminal progenitors displayed increased proliferative and self-renewal activities in culture. However, they did not exhibit perturbed expression of luminal-specific markers and major regulators, such as *Hey1*, *Elf5*, and *Gata3*. Moreover, although expressing *Met* at higher level than p53-proficient luminal progenitors, p53-deficient luminal progenitors failed to acquire basal-specific features when stimulated by HGF, showing that p53 promotes the plastic behavior of luminal progenitors downstream of Met activation.

**Conclusions:**

Our study reveals a crosstalk between Met- and p53-mediated signaling pathways in the regulation of luminal progenitor function. In particular, it shows that neither p53 loss alone nor p53 loss combined with Met signaling activation caused an early detectable cell fate alteration in luminal progenitors. Conceivably, additional events are required to confer basal-specific characteristics to luminal-derived TNBCs.

**Electronic supplementary material:**

The online version of this article (10.1186/s13058-019-1101-8) contains supplementary material, which is available to authorized users.

## Background

Most of mammary gland development occurs postnatally under the control of female reproductive hormones. It is characterized by the establishment of a ductal tree during puberty and the formation of secretory alveoli at each pregnancy [1]. The postnatal mammary epithelium is organized as a bilayer, with a basal layer of myoepithelial cells and a luminal epithelial layer, largely maintained by distinct lineage-restricted stem cells or long-lived progenitors [2–4]. The luminal lineage, characterized by its expression of keratins 8/18/19, comprises ductal hormone-sensing cells, positive for estrogen and progesterone receptors (ER, PR), and ductal and alveolar cells lacking ER and PR expression [1, 5, 6]. Both ER/PR+ and ER/PR− luminal cell fractions contain clonogenic stem/progenitor cells that drive the expansion of the luminal cell population during puberty and gestation and ensure its maintenance at homeostasis [7–11].

The vast majority of breast cancers arise from deregulated luminal cells. Notably, ER/PR− luminal stem/progenitor cells are suspected to be at the origin of basal-like, triple-negative breast cancers (TNBCs), a subtype lacking ER, PR, and amplified HER2, displaying a basal-type gene signature [12–16]. Luminal progenitors seem therefore able to express basal-specific genes under pathological conditions, indicating that they display phenotypic plasticity, a property contributing to the complex intra-tumoral heterogeneity of TNBCs [17].

Several regulators of the mammary luminal cell lineage have been identified over the past years. We and other groups recently reported that luminal progenitors are targets of Met signaling [8, 18]. Paracrine activation of the Met tyrosine kinase receptor by its main ligand, the hepatocyte growth factor (HGF), stimulates the clonogenic activity of isolated luminal progenitors. In addition, it induces a luminal-to-basal switch, characterized by expression of basal-specific markers, induction of a partial epithelial-mesenchymal transition (EMT) program and acquisition of regenerative properties, a hallmark of bipotent basal stem cells [8].

The Met pathway controls multiple epithelial cell functions during development and tumorigenesis by regulating several signaling axes, including that of the tumor suppressor, p53 [19, 20]. Interestingly, p53 recently emerged as an important regulator of tissue development and homeostasis, controlling stem cell self-renewal and differentiation processes [21, 22]. Accordingly, using a mouse model with an ablation of p53 in the mammary epithelium, we found that loss of p53 resulted in the expansion of both basal and luminal compartments associated to a long-term amplification of their respective stem/progenitor cell populations [23].

Both aberrant MET activation and loss of P53 function are particularly frequent in TNBCs [24–27]. Met activation has been reported to promote p53 degradation in mouse epithelial cells [28], whereas loss of p53 can induce Met signaling activation [29, 30]. Moreover, recent studies suggest a synergy between p53 loss and Met activation in the formation of triple-negative mammary tumors in mouse models [31, 32].

Collectively, these data indicate that Met and p53 signaling pathways could crosstalk to control the function and plasticity of mammary luminal progenitors*.* To address this question, we isolated luminal progenitors from p53-deficient and p53-proficient mouse mammary epithelium, analyzed their molecular characteristics, and compared their response to HGF stimulation.

## Methods

### Mouse strains and transgenic mice

BALB/cByJ JAX and C57Bl6 females were purchased from Charles Rivers (L’arbresle, France). *K5Cre* transgenic mice, expressing the Cre recombinase under the control of *Krt5* promoter, and *Trp53*^*F/F*^ mice were kindly provided by Dr. J. Jorcano and J. Jonkers, respectively. The adult virgin females used in the experiments were 4 to 6 months old. Age-matched K5Cre;*Trp53*^*F/F*^ females and their control *Trp53*^*F/F*^ littermates were used, as previously described [23]. The care and use of animals were conducted in accordance with the European and National Regulation for the Protection of Vertebrate Animals used for experimental and other scientific purposes (facility license C750517/18). All experimental procedures were ethically approved (ethical approval 02265.02).

### Mammary epithelial cell isolation

Single cells were prepared from a pool of thoracic and inguinal mammary glands harvested from at least three adult virgin mice, as described in detail elsewhere [8]. Briefly, minced tissues were transferred to a digestion solution containing 3 mg/mL collagenase (Roche), 100 units/mL hyaluronidase (Sigma-Aldrich) in CO_2_-independent medium (Gibco Life Technologies) completed with 5% fetal bovine serum (FBS, Lonza), and 2 mM l-glutamine (Sigma-Aldrich) and incubated for 90 min at 37 °C with shaking. Pellets of digested samples were centrifuged and successively treated at 37 °C with solutions of 0.25% trypsin (Life Technologies)/0.1% versen (Biochrom) for 1 min and 5 mg/ml dispase II (Roche)/0.1 mg/mL DNAseI (Sigma-Aldrich) for 5 min. Pellets were treated with a cold ammonium chloride solution (Stem Cell Technologies) and filtered through a nylon mesh cell strainer with 40 mm pores (Fisher Scientific) before immunolabeling.

### Flow cytometry

Freshly isolated mammary cells were incubated at 4 °C for 20 min with the following antibodies: anti-CD45-APC (clone 30-F11; #103112; 1:100), anti-CD31-APC (clone MEC13.3; #102510; 1:100), anti-CD24-BViolet421 (clone M1/69; #101826; 1:50), and anti-CD54-PE (ICAM-1; clone YN1/1.7.4; #116107; 1:50). All antibodies were from BioLegend. Labeled cells were analyzed and sorted out using either a FACSVantage flow cytometer (BD Biosciences) or a MoFlo Astrios cell sorter (Beckman Coulter). Data were analyzed using FlowJo software. Sorted cell population purity was at least 97%.

### Colony- and mammosphere-formation assays

For colony-formation assays, isolated luminal cells were plated on irradiated 3T3 cell feeders in 24-well plates at a density of 500 cells per well and cultured in DMEM/F12 medium supplemented with 10% FBS, 5 μg/mL insulin (Sigma-Aldrich), 10 ng/mL EGF (Invitrogen, Life Technologies), and 100 ng/ml cholera toxin (ICN Biochemicals) for 7–8 days, as previously described [8, 23].

For mammosphere-formation assays, 5000 isolated luminal cells were seeded on ultralow-adherence 24-well plates (Corning) in DMEM/F12 medium supplemented with 2% B27 (Stem Cell Technologies), 20 ng/mL EGF, 20 ng/mL bFGF (GIBCO, Life Technologies), 4 μg/mL heparin (Sigma-Aldrich), 10 μg/mL insulin, and 2% growth-factor-reduced Matrigel (BD Biosciences) for 10–12 days. For second-generation sphere assays, mammospheres were dissociated with 0.05% trypsin (Gibco, Life technologies) and reseeded as described above. When specified, cells were treated with 25–50 ng/ml recombinant mouse HGF (R&D Systems Europe) every 2 days, as described elsewhere [8]. ImageJ software (NIH) was used to count colonies and mammospheres and quantify their size in pixels.

### Immunofluorescence staining and BrdU incorporation assay

The following primary antibodies were used: anti-BrdU (Serotec MCA2060), anti-K5, and anti-K8 (BioLegend; 905501 and 904801). Alexafluor-488 or Alexafluor-594 conjugated secondary antibodies were from Molecular Probes (Invitrogen). Samples were mounted in Prolong Gold antifade reagent with DAPI (Invitrogen, Life Technologies). Image acquisition was performed using a Leica DM 6000B microscope (Wetzlar, Germany) and MetaMorph software (MDS Analytical Technologies Inc.).

Mammospheres resuspended in 50 μL Matrigel were fixed in a 1/3/6 mixture of acetic acid/chloroform/methanol and embedded in paraffin. Sections (7 μm) were cut and dewaxed for immunolabeling, as described [8].

Colonies were incubated with 5 μM BrdU (Sigma) at 37 °C for 1 h and fixed with cold 70% ethanol. Prior to immunolabeling, cells were treated with 2N HCl for 20 min at room temperature and next, with 0.1M borax buffer, as described [23].

### RNA purification and reverse transcription-polymerase chain reaction

Total RNA was extracted from freshly isolated cell populations or dissociated mammospheres using the RNAeasy Microkit (Qiagen). Purified RNA was reverse-transcribed using MMLV H(−) Point reverse transcriptase (Promega), and qPCR was performed by monitoring, in real time, the increase in fluorescence of the QuantiNova SYBR Green PCR Kit (Qiagen) on a LightCycler 480 Real-Time PCR System (Roche). The values obtained were normalized to *Gapdh* levels.

The primers used for qPCR analysis were purchased from SABiosciences/Qiagen or designed using Oligo 6.8 software and synthesized by Eurogentec. The designed primers (for *Trp53*, *Krt5*, *Krt18*, *Elf5*, *Hey1*, *Snai2*, *Trp63*) have been previously documented [8, 23].

### Microarray analysis

Gene expression analysis was performed with total RNA extracted from seven distinct pools of Lu-pos and Lu-neg cells isolated from mammary glands of BALB/cByJ JAX and C57Bl/6 females. Quality control was performed using the Agilent Bioanalyzer and RNA 6000 Pico total RNA Kit (Agilent). The WT-Ovation™ Pico RNA Amplification System (Nugen) was applied from 1 ng of total RNA to generate sufficient amount of biotinylated cDNA. Samples were hybridized on Affymetrix GeneChip Mouse Genome 2.1ST arrays.

Analyses were made using EASANA® (GenoSplice, www.genosplice.com), which is based on the GenoSplice’s FAST DB® release 2014_2 annotations [33]. Data were normalized using quantile normalization and a paired Student’s *t* test was used to compare gene intensities in the different samples. Genes were considered significantly regulated when fold-change between the compared groups was ≥ 1.5 and uncorrected *p* value ≤ 0.05. The molecular and functional interactions of the genes identified were analyzed with KEGG approach (https://www.genome.jp/kegg/).

### Statistical analysis of the data

*p* values were determined using Student *t* test with two-tailed distribution and Welch’s correction, assuming both populations have unequal variance.

## Results and discussion

### Molecular profiles of the luminal subsets separated by ICAM-1

We recently identified ICAM-1 as a robust surface marker allowing the separation of clonogenic luminal progenitors from non-clonogenic ER/PR+ luminal cells in the adult mouse mammary epithelium [8]. This cell adhesion molecule is a well-established target of NF-kappa B signaling, a crucial pathway for mammary development and tumorigenesis [34, 35]. Notably, ICAM-1 appeared more efficient in revealing the functional heterogeneity of the luminal cell population than Sca-1, the most commonly used marker to separate luminal subsets [8, 36].

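Luminal cells of adult virgin mouse mammary glands were sorted by flow cytometry on CD24, an epithelial surface marker, and on ICAM-1, an adhesion molecule that parts the luminal pool into an ICAM-1-negative subset (Lu-neg) and an ICAM-1-positive subset (Lu-pos). The cells were also labelled with antibodies to CD45, a marker of immune cells, and CD31, a marker of endothelial cells. RNA of 7 Lu-neg and 7 Lu-pos samples was profiled on Affymetrix whole-transcript mouse arrays, 1 array per sample. The study describes the samples as paired, and the Lu-neg and Lu-pos samples with the same replicate number, from 1 to 7, were taken as the pairs. The pools came from BALB/cByJ JAX and C57Bl/6 females, and the strain of each pool is not given in the sources used here. The paper states that cells were prepared from at least 3 mice, and the sample labels give at least 12 glands for each pool. The paper states that 1 ng of total RNA was amplified, whereas the labels give 0.5 ng. The deposited values are log2 intensities per probe set; the submitters' processing notes name RMA and the Affymetrix Expression Console. They are not the table of the paper's own analysis, which used the EASANA software, quantile normalization and a paired comparison of gene intensities. Each array holds 41345 probe sets, and the arrays' medians lie between 3.46 and 3.58. A gene name was taken only for the 23521 probe sets with a single gene symbol in the annotation used here; 1814 have several symbols and 16010 have none there, and these were not analysed here. A gene with several probe sets was represented by the brightest of them, which gave 22180 genes. Genes of olfactory and vomeronasal receptors, which luminal cells have no known use for, set a background level of 3.73, the 95th percentile of their means. Lu-pos was compared with Lu-neg by limma with the pair as a block, and p-values were adjusted by the Benjamini-Hochberg method over all genes. Fold changes are Lu-pos relative to Lu-neg. A low starting amount of RNA, amplification and the log2 summary of each probe set can compress differences, and the number of arrays limits the precision.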

To precisely analyze the molecular characteristics of the luminal cell populations separated by ICAM-1, referred to as Lu-neg and Lu-pos, respectively (Fig. 1a), we compared their gene expression profile using microarrays. Our analysis revealed 2090 modulated genes of which 1115 genes were robustly expressed (log_2_ intensity level ≥ 7). 

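At an adjusted p under 0.05 from limma, 964 genes were higher and 1595 were lower in Lu-pos cells, of 22180 tested, and 2023 of these 2559 genes differed in the same direction in all 7 pairs. Among genes above background that moved alike in all pairs, the largest rise was that of Ogfrl1, with a log2 fold change of 3.20 (standard error 0.16, adjusted p = 5.14e-05). It was followed by Csn1s1, which encodes a milk casein (3.13, standard error 0.70), the tight junction gene Cldn1, the mucin gene Muc15 (2.88, standard error 0.25) and Enpp3 (2.87, standard error 0.20). The largest fall was that of R3hdml, with a log2 fold change of -2.61 (standard error 0.35, adjusted p = 0.00182), followed by Hamp, which encodes the iron hormone hepcidin (-2.54, standard error 0.41), the uroplakin gene Upk3a (-2.44, standard error 0.28) and Abcc8, which encodes a subunit of a potassium channel (-2.42, standard error 0.30). A change of at least 1.5-fold was reached by 644 higher and 951 lower genes, 1595 in all. With a mean log2 level of at least 7 in the higher population, 233 genes were higher and 335 lower, 568 in all. The paired t-test that the methods name, at their uncorrected threshold, gave 1761 genes past 1.5-fold at any level, and 824 after Benjamini-Hochberg adjustment. The share of higher genes among those called, 37.7%, depended on the scaling: with the arrays shifted to a common mean of 8 housekeeping genes, which raised every log2 fold change by 0.144, 1813 genes were higher and 830 lower, a share of 68.6%. Of the 8 genes, Hprt was itself called lower; with Hprt left out, a scaling chosen after this was seen, the shift was 0.0792, and 1262 genes were higher and 1036 lower, a share of 54.9%. Csn1s1 and Hamp were no longer called without the pairing of the arrays, and Csn1s1 was not called without pair 3 or pair 4.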

The differential expression of these 1115 genes clustered the two luminal subsets with 447 overexpressed and 668 underexpressed genes in Lu-pos compared to Lu-neg cells (Additional file 1: Figure S1a). 

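The arrays grouped by population. Hierarchical clustering of all 22180 genes, with 1 minus the Pearson correlation as distance and average linkage, cut the 14 arrays into a cluster of the 7 Lu-neg and a cluster of the 7 Lu-pos samples. The 1000 most variable genes gave the same clusters. The median correlation was 0.970 among Lu-neg arrays, 0.968 among Lu-pos arrays and 0.954 between the populations. Over the 11028 genes above background, the first principal component held 35.7% of the variance and separated Lu-neg from Lu-pos. The second held 14.7% and separated pairs 1 to 3 from pairs 4 to 7 in both populations. No label explains this split. Taken alone, pairs 1 to 3 gave 459 higher and 489 lower genes, and pairs 4 to 7 gave 296 higher and 515 lower genes. Markers of other cell types were examined as well. None of 11 measured basal or myoepithelial markers and none of 13 immune markers passed the limma test, whether adjusted over all genes or adjusted over the list alone, while 1 of each list was called higher with a housekeeping scaling; of the immune markers 2 lay above background, so that the others had little signal to show a change. Krt14 had a log2 fold change of 0.59 (standard error 0.66), Krt17 of 1.59 (standard error 0.61), the basal gene Oxtr of 0.62 (standard error 0.19, above 0 in 7 of 7 pairs) and the macrophage gene Cd68 of 0.67 (standard error 0.27); these genes are named after their values were seen, in cells that had been labelled for CD45 and CD31 at the sort. That they missed the threshold does not show the absence of a difference. The endothelial gene Vwf was lower in Lu-pos cells in 7 of 7 pairs, by a log2 fold change of -1.20 (standard error 0.15), as 1 of 9 endothelial markers, and the fibroblast gene Dcn by -0.49 (standard error 0.10), as 1 of 10 fibroblast and adipocyte markers; both counts were the same when adjusted over the list alone. Dcn was not called without the pairing (adjusted p = 0.759) or with a housekeeping scaling (adjusted p = 0.0771). The median log2 fold change of the endothelial markers was 0.36 in pairs 1 to 3 and -0.82 in pairs 4 to 7. That of the basal markers was 0.54 and -0.06, of the immune markers 0.003 and -0.09, and of the fibroblast and adipocyte markers 0.305 and 0.08.

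**Figure D1:**
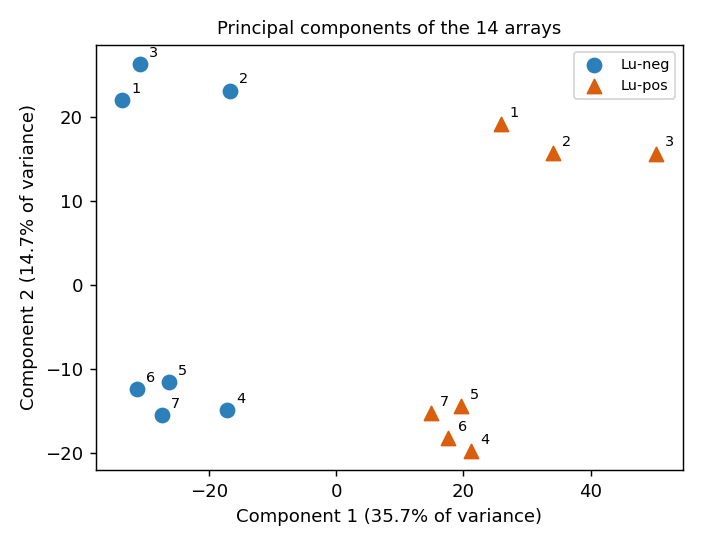
Principal components 1 and 2 of the 14 arrays, over 11028 genes above background. Each point is an array, labelled with its pair number; circles are Lu-neg and triangles Lu-pos samples. Component 1 parts the populations, and component 2 parts pairs 1 to 3, at positive values, from pairs 4 to 7.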

As expected from our previously obtained qPCR data [8], the clonogenic Lu-pos cell fraction expressed very low levels of hormone receptors (*Esr1*, *Pgr*, and *Prlr*, encoding ER, PR, and prolactin receptor, respectively) whereas it strongly expressed *Met* and essential regulators of mammary development including *Elf5*, *Hey1*, and *Rspo1* encoding R-spondin1 [37–39] (Fig. 1b). In contrast, the non-clonogenic Lu-neg cells displayed characteristics of hormone-sensing cells, including high expression levels of hormone receptors and local mediators downstream hormonal signaling such as *Wnt4*, *Areg*, *Tnfsf11*, and *Calca*, encoding Wnt4, Amphiregulin, Rankl, and calcitonin, respectively [1] (Fig. 1b). 

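Met, the receptor of hepatocyte growth factor, had a log2 level of 6.07 ± 0.38 (SD, n = 7) in Lu-neg and 8.20 ± 0.17 (SD, n = 7) in Lu-pos cells. This is a log2 fold change of 2.13 (standard error 0.12, adjusted p = 6.4e-05 from limma), or 4.38-fold, and Met was higher in Lu-pos in 7 of 7 pairs. The transcription factor gene Elf5 rose 4.42-fold, from 5.75 ± 0.55 to 7.89 ± 0.28 (adjusted p = 0.000412), Hey1, a target of Notch signaling, rose 4.45-fold, from 5.63 ± 0.92 to 7.78 ± 0.94 (adjusted p = 0.00157), and Rspo1 rose 4.01-fold, from 5.01 ± 0.46 to 7.01 ± 0.49 (adjusted p = 0.000456). All 3 were higher in Lu-pos in 7 of 7 pairs. The estrogen receptor gene Esr1 fell from 8.05 ± 0.31 to 6.77 ± 0.44, 2.44-fold (adjusted p = 0.00185), and the progesterone receptor gene Pgr from 8.06 ± 0.34 to 6.39 ± 0.97, 3.18-fold (adjusted p = 0.00572), both in 7 of 7 pairs. Both receptor genes stayed above the background level of 3.73 in Lu-pos cells. Icam1, which encodes the molecule used for the sort, was 2.17-fold higher in Lu-pos (adjusted p = 0.0403) and higher in 6 of 7 pairs. The call of Icam1 was lost when any of pairs 1, 4, 5, 6 or 7 was left out, with adjusted p between 0.0548 and 0.102. The median log2 fold change of Met, Elf5, Hey1 and Rspo1 was 2.44 in pairs 1 to 3 and 1.91 in pairs 4 to 7.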

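Wnt4, which encodes a secreted mediator of progesterone signaling, was 2.06-fold higher in Lu-neg cells, at 7.05 ± 0.19 (SD, n = 7) against 6.01 ± 0.34 (SD, n = 7) in Lu-pos cells (log2 fold change -1.04, standard error 0.11, adjusted p = 0.000826 from limma). Tnfsf11, which encodes Rankl, was 2.54-fold higher in Lu-neg, at 6.01 ± 1.08 against 4.67 ± 0.91 (adjusted p = 0.0207). Both were higher in Lu-neg in 7 of 7 pairs. Tnfsf11 varied widely between pools, and its call was lost without the pairing (adjusted p = 0.099) and without pair 2 (adjusted p = 0.055). Of 10 further measured markers of hormone-sensing cells, 9 were lower in Lu-pos and none was higher, also when adjusted over the list alone. They included Foxa1, a partner of the estrogen receptor on chromatin (log2 fold change -1.39, standard error 0.19), Myb (-1.62, standard error 0.22) and Cited1 (-1.19, standard error 0.24). The surface protein gene Prom1 was lower too, but the paper names it among its top modulated genes on these same arrays. Its fall is therefore not independent evidence. Greb1, an estrogen target, had a log2 fold change of -0.04 (standard error 0.09, adjusted p = 0.857) and lay below the background level. As a set these markers were lower in Lu-pos by camera (adjusted p = 2.95e-09), with an adjusted p = 0.091 with an estimated correlation. Esr1, Pgr, Wnt4 and Tnfsf11 had a median log2 fold change of -1.78 in pairs 1 to 3 and -1.02 in pairs 4 to 7, and an adjusted p = 3.08e-05 by camera, or an adjusted p = 0.137 with an estimated correlation. Met, Elf5, Hey1 and Rspo1 gave an adjusted p = 3.8e-09 by camera, or an adjusted p = 0.0753 with an estimated correlation. All 4 measured genes of each of these short lists were called, also when adjusted over the list alone. The study shows these genes from the same arrays and cites its earlier qPCR for part of them. Neither the counts nor the camera tests of these short lists are therefore independent evidence of their direction.

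**Figure D2:**
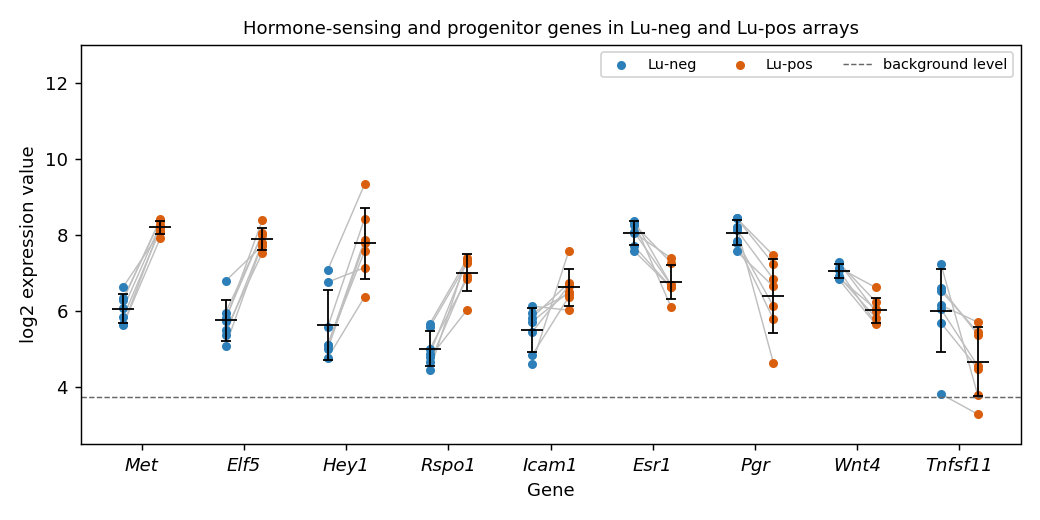
Log2 expression values of 9 genes on each array. Points are arrays, grey lines join the Lu-neg and Lu-pos arrays of a pair, bars give the mean and SD of 7 arrays, and the dashed line is the background level of 3.73. Met, Elf5, Hey1 and Rspo1 rise from Lu-neg to Lu-pos in every pair, and Esr1, Pgr, Wnt4 and Tnfsf11 fall.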

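The progenitor marker Aldh1a3, which encodes an enzyme of retinoic acid synthesis, was 6.68-fold higher in Lu-pos cells, at 8.75 ± 0.85 against 6.01 ± 1.11 in Lu-neg cells (SD, n = 7 each; adjusted p = 0.000404 from limma). The tetraspanin gene Tspan8 was 3.63-fold higher (7.62 ± 0.77 against 5.76 ± 0.81, adjusted p = 0.00153). Prom1, which encodes the surface protein CD133, was 3.09-fold lower (5.06 ± 0.70 against 6.69 ± 0.47, adjusted p = 0.0123). Each differed in the same direction in 7 of 7 pairs. Ranked by fold among the 568 genes past 1.5-fold and a log2 level of 7, Aldh1a3 was number 10, Hey1 number 37, Elf5 number 38, Met number 40, Rspo1 number 51, Tspan8 number 74 and Pgr number 94, while Esr1 was number 187 and Wnt4 number 270. Prom1, Tnfsf11 and Icam1 lay below the level of 7 in both populations. Of 12 markers of luminal progenitors listed beforehand, Aldh1a3 and Tspan8 among them, 10 rose in Lu-pos and none fell, and 11 rose when adjusted over the list alone. The paper names Aldh1a3 and Tspan8 among its top modulated genes on these same arrays, so their rises are not independent evidence. The receptor tyrosine kinase gene Kit had a log2 fold change of 2.67 (standard error 0.28), the transcription factor gene Sox10 of 2.26 (standard error 0.20) and Ltf, which encodes lactoferrin, of 2.25 (standard error 0.32). Itgb3 (0.23, adjusted p = 0.42) and Cxcl1 (0.64, adjusted p = 0.0764) were not called. As a set the 12 markers were higher by camera (adjusted p = 1.53e-16), with an adjusted p = 0.0753 with an estimated correlation. Their median log2 fold change was 2.13 in pairs 1 to 3 and 1.66 in pairs 4 to 7. Other large rises were those of Itprid1 (2.87), the nucleoside transporter gene Slc28a3 (2.85), the fatty acid desaturase gene Fads2 (2.81) and the mucin gene Muc4 (2.76). Other large falls were those of Hepacam2 (-2.38), Smim31 (-2.26), the calpain gene Capn8 (-2.26), the fibrinogen chain genes Fgg (-2.25) and Fgb (-2.20), and the cation channel gene Trpc6 (-2.22), all with adjusted p under 0.05 from limma.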

The list of the top 100 modulated genes comprised, in addition to the well-established regulators of the luminal lineage mentioned above, several markers reported to be enriched in ER/PR^−^ luminal progenitors (*Tspan8*, *Aldh1a3*) or hormone-sensing cells (*Ly6a*, *Prom1*) [6, 36, 40] (Additional file 1: Figure S1b).

**Fig. 1:**
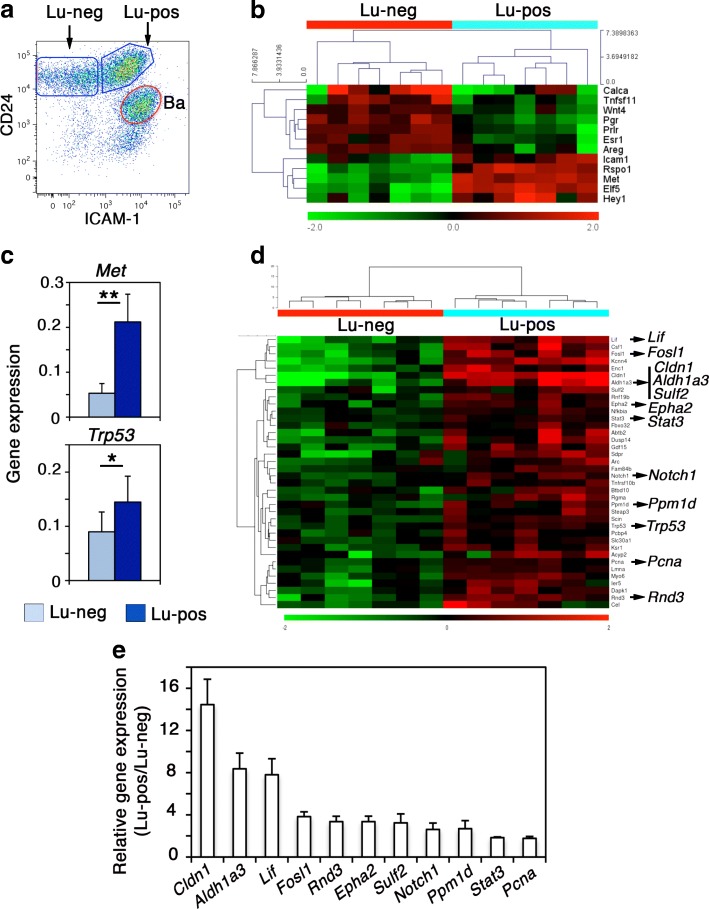
Mammary luminal progenitors express *Met* and *Trp53.* **a** Flow cytometry analysis of CD24 and ICAM-1 expression in mammary cells isolated from adult virgin mice. The gated subsets within the CD24^+^ epithelial cell pool include CD24^+^ ICAM1^+^ basal cells (Ba), CD24^+^ ICAM1^−^ and CD24^+^ ICAM1^+^ luminal cells (Lu-neg and Lu-pos, respectively). **b** Heat map showing expression of the major luminal-specific genes discriminating the hormone-sensing Lu-neg cell population from the clonogenic Lu-pos cell subset separated by ICAM-1. The mean fold-changes in gene expression vary from 1.8 (*Wnt4*) to 6.0 (*Elf5*). **c** Gene expression level of *Met* and *Trp53* in isolated Lu-neg and Lu-pos cells, evaluated by qPCR. Data are the mean ± SEM of 4 separate cell preparations. *p ≤ 0.05, **p ≤ 0.01. **d** Heat map showing the upregulated expression of *Trp53*- and p53-activated target genes in the Lu-pos cell samples. Sixty-eight percent of the genes display a differential expression with a mean fold-change higher than 1.7. **e** Validation of the array data shown in **d** by qPCR analysis. Results are shown as mean ratios (± SEM) between gene expression levels in Lu-pos and Lu-neg cells from at least 3 separate preparations. All the tested genes were significantly overexpressed in Lu-pos compared to Lu-neg cells by at least a factor 2 (*p* ≤ 0.01)

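Genes of growth factor, inflammatory and Hippo signaling moved in both directions in Lu-pos cells, with more rises than falls. Of 64 measured genes of the PI3K-Akt list, 17 rose and 9 fell at an adjusted p under 0.05 from limma (20 and 14 when adjusted over the list alone). The rises included Kit, the matrix gene Thbs1 (log2 fold change 2.54, standard error 0.35), the receptor genes Egfr (2.03, standard error 0.28) and Igf1r (1.64, standard error 0.19) and the survival gene Bcl2 (1.64, standard error 0.24); the falls included Fgfr2 (-1.67, standard error 0.35) and Akt2 (-0.35, standard error 0.08). Of 40 NF-kappa B genes, 11 rose and 2 fell (15 and 4 when adjusted over the list alone). Lbp (1.86, standard error 0.27) and Cd14 (1.67, standard error 0.16), both of lipopolysaccharide sensing, rose with Ptgs2 and Tlr2, the feedback inhibitor genes Tnfaip3 and Nfkbia, and the subunit genes Nfkb2, Rel and Rela; Ikbkg (-0.58, standard error 0.10) and Tnfrsf1a (-0.29, standard error 0.08) fell. Tnfrsf1a was not called without the pairing (adjusted p = 0.114) or with the housekeeping scaling (adjusted p = 0.333), which left no NF-kappa B gene and 5 PI3K-Akt genes lower. Of 58 Hippo genes, 14 rose and 7 fell (17 and 8 when adjusted over the list alone), among them Tgfb2 (2.44), the target genes Ccn2 (2.16) and Ccn1 (1.12) and the coactivator gene Wwtr1 (0.89) on the one side and Tgfb1 (-1.55) and the scaffold gene Sav1 (-0.65) on the other. Of 73 MAPK genes, 14 rose and 9 fell (19 and 13 when adjusted over the list alone), with the phosphatase genes Dusp5 (1.63) and Dusp14 (1.00) higher and Gadd45g (-1.60) and Dusp10 (-1.13) lower. In pairs 1 to 3 alone 7 MAPK genes rose and 4 fell, and in pairs 4 to 7 alone 3 rose and 4 fell. The lists were written from textbook knowledge before the data were examined and are not the KEGG lists of the paper. They overlap other lists: PI3K-Akt and NF-kappa B each share 3 genes with the further progenitor markers, Kit, Lbp and Cd14 among them. PI3K-Akt also shares 2 genes with the p53 targets named in the study's text and 1, Met, with the progenitor genes of Fig. 1b. Hippo shares 2 with the hormone-sensing genes of Fig. 1b. The signaling lists overlap one another too. MAPK shares 5 genes with PI3K-Akt, Egfr and Fgfr2 among them, 3 with NF-kappa B and 3 with Hippo. Hippo shares 3 with PI3K-Akt and 2 with NF-kappa B, and PI3K-Akt shares 1 with NF-kappa B. Changes of shared genes are not separate evidence for a pathway. By camera with its preset correlation, the NF-kappa B (adjusted p = 3.08e-05), PI3K-Akt (adjusted p = 0.0024) and Hippo (adjusted p = 0.00651, and 0.0982 with the housekeeping scaling) lists were higher as sets and the MAPK list was not called (adjusted p = 0.123). With an estimated correlation none was called, at an adjusted p = 0.176, 0.192, 0.164 and 0.511 in that order. The median log2 fold changes were 0.36, 0.30, 0.10 and 0.10 in pairs 1 to 3 and 0.13, 0.07, 0.12 and -0.03 in pairs 4 to 7, in the same order.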

Kegg pathway analysis indicated that the clonogenic Lu-pos cell fraction displayed numerous upregulated genes associated with the MAPK, PI3K-Akt, NF-kappa B, and Hippo signaling pathways (Additional file 2: Table S1). These pathways are known to play important roles in the control of mammary luminal cell expansion during development and tumorigenesis [15, 16, 35, 41]. Notably, a large set of genes associated with metabolic pathways, glutathione metabolism, and oxidative phosphorylation was downregulated in Lu-pos cells, a hallmark of stem/progenitor cells [42].

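Genes of the respiratory chain were lower in Lu-pos cells. Of 69 measured genes of oxidative phosphorylation, 37 fell and none rose at an adjusted p under 0.05 from limma (46 fell when adjusted over the list alone), with a median log2 fold change of -0.40. The largest falls were those of the complex I subunit genes Ndufa7 (log2 fold change -0.96, standard error 0.09) and Ndufv3 (-0.74, standard error 0.09) and the cytochrome oxidase subunit genes Cox8a (-0.69, standard error 0.08) and Cox5a (-0.67, standard error 0.11). Of 39 measured genes of glutathione metabolism, 12 fell and 3 rose (14 and 5 when adjusted over the list alone). The falls covered the enzymes that make and recycle glutathione, Gclc (-1.61, standard error 0.18), Gclm (-1.23, standard error 0.12), Gss (-0.78, standard error 0.11) and Gsr (-1.11, standard error 0.20), and transferase genes such as Gstt2 (-1.49) and Gstk1 (-1.15); transferases of this family resemble one another, so that probes may be shared. Gpx8 (1.62, standard error 0.27), Anpep (1.52, standard error 0.16) and Mgst1 (1.49, standard error 0.18) rose. By camera the oxidative phosphorylation list (adjusted p = 7.92e-19) and the glutathione list (adjusted p = 0.00367) were lower as sets, with adjusted p = 0.091 and adjusted p = 0.164 with an estimated correlation. The median of the oxidative phosphorylation list was below 0 in all 7 pairs, at -0.42 in pairs 1 to 3 and -0.35 in pairs 4 to 7; that of the glutathione list was -0.07 and -0.28. Without the pairing 18 oxidative phosphorylation genes were lower, and with the housekeeping scaling 15, none being higher in either case. The paper states that lower expression of metabolic genes is a hallmark of stem and progenitor cells.

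**Figure D3:**
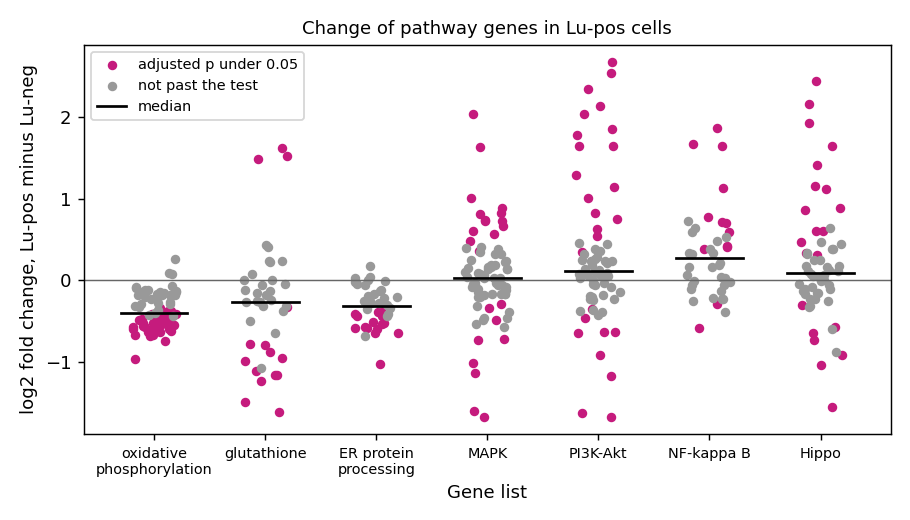
Log2 fold change, Lu-pos minus Lu-neg, of each measured gene of 7 pathway lists. Points are genes, coloured where the adjusted p is under 0.05, and horizontal bars are medians. Called oxidative phosphorylation genes all lie below 0, whereas the signaling lists hold called genes on both sides.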

### Luminal progenitors identified by ICAM-1 express *Met* and *Trp53* at high level

We previously reported that the ICAM1+ luminal progenitor-enriched population is a target of HGF/Met signaling [8]. Interestingly, our microarray and qPCR data revealed that this cell fraction displayed higher level of *Trp53* than the non-clonogenic ER/PR+ luminal population (Fig. 1c, d). p53 acts mainly as an activator of transcription and, in particular, positively regulates cell cycle arrest, apoptosis, DNA repair, autophagy, and metabolism in a cell- and context-dependent manner [43, 44]. To screen for p53 target genes expressed by the Lu-pos cell fraction, we crossed our data with those from a recent meta-analysis identifying a set of 346 target genes activated by p53 [43]. Of these high-confidence genes, defined as protein-coding genes differentially regulated following p53 activation or inactivation and bound by p53 near the gene locus, a total of 60 genes was found modulated in Lu-pos cells. In addition to *Trp53*, 37 activated p53 target genes were overexpressed in the Lu-pos cell population, revealing a highly significant overlap (*p* = 4.52 × 10^−3^) between these gene sets (Additional file 1: Figure S1c). These included genes encoding signaling receptors (*Epha2*, *Notch1*, *Dapk1*, *Rgma*, *Tnfrsf10b*), cell adhesion and cytoskeleton-associated molecules (*Cldn1*, *Rnd3*, *Myo6*, *Scin*, *Arc*), and enzymes (*Aldh1a3*, *Rnf19b*, *Sulf2*, *Cel*, *Steap3*) and comprised multiple regulators of cell proliferation and differentiation (*Epha2*, *Notch1*, *Lif*, *Csf1*, *Fosl1*), apoptosis (*Tnfrsf10, Dapk1*, *Rgma*, *Stat3*, *Ier5*, *Ppm1d*, *Enc1*), and DNA repair (*Lmna*, *Pcna*) (Fig. 1d). 

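Among the p53 target genes that the text of the study names, 22 were measured here, and 19 of them were higher in Lu-pos cells at an adjusted p under 0.05 from limma, with none lower (20 higher when adjusted over the list alone). All 22 had a fold change above 1 and 14 of them, 63.6%, exceeded 1.7-fold. The study chose these genes on these samples because they were higher, so neither the count nor a test of the set is independent evidence of direction. As a set they were higher by camera (adjusted p = 1.36e-20), with an adjusted p = 0.0753 with an estimated correlation, and their median log2 fold change was 1.08 in pairs 1 to 3 and 0.73 in pairs 4 to 7. A list of textbook p53 targets, written before the data were examined, had 27 measured genes, 2 of them, Tnfrsf10b and Ppm1d, also named by the study. Of the 27, 1 rose, 7 fell and 19 did not pass the test (2 and 8 when adjusted over the list alone). The death receptor gene Tnfrsf10b rose (log2 fold change 0.51, standard error 0.14, adjusted p = 0.0452), a call that most alternatives ended. The study names this gene as higher on these same arrays, so its rise is not independent evidence. Trp53inp1 (-1.35, standard error 0.15, adjusted p = 0.000928), the polymerase gene Polk (-0.96, standard error 0.18), Zmat3 (-0.70, standard error 0.18), Ccng1 (-0.64, standard error 0.09), Xpc of DNA repair (-0.55, standard error 0.15), Plk2 (-0.53, standard error 0.12) and the ribonucleotide reductase gene Rrm2b (-0.41, standard error 0.11) fell. Cdkn1a, which encodes the cell cycle inhibitor p21, had a log2 fold change of 0.05 (standard error 0.14, adjusted p = 0.88) and Mdm2, which encodes the ubiquitin ligase of p53, of 0.07 (standard error 0.13, adjusted p = 0.822). As a set the textbook list was not called by camera (adjusted p = 0.123, and an adjusted p = 0.38 with an estimated correlation); its median log2 fold change was -0.09, with medians of -0.09 in pairs 1 to 3 and -0.12 in pairs 4 to 7. With the housekeeping scaling the median was 0.05, and 2 of the 27 rose and 3 fell. The paper rests its statement that many potential p53 targets are higher in the progenitor-enriched population on the overlap with a published set of such genes and on qPCR of a number of them (Fig. 1d, e); the qPCR is not analysed here.

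**Figure D4:**
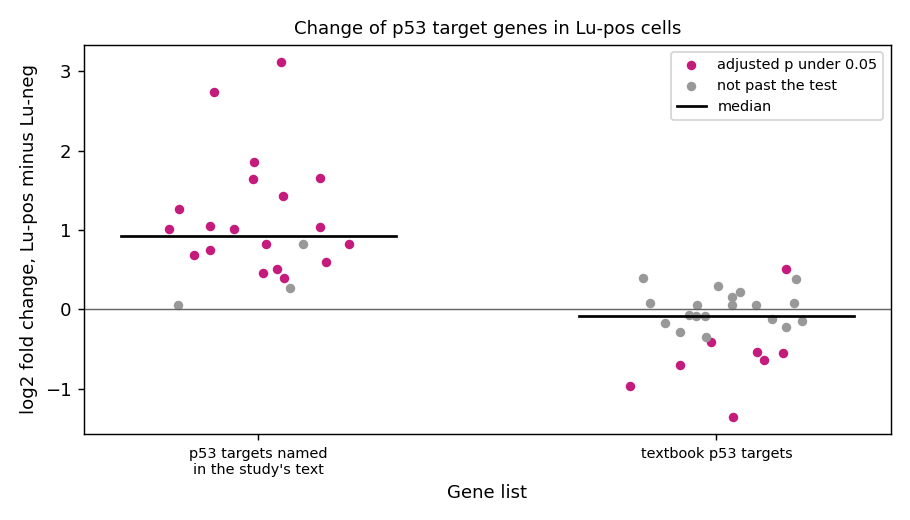
Log2 fold change, Lu-pos minus Lu-neg, of 22 p53 targets named in the study's text and 27 textbook p53 targets. Points are genes, coloured where the adjusted p is under 0.05, and horizontal bars are medians. The first list lies above 0 throughout; in the second, 1 called gene lies above 0 and 7 below.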

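Among genes of adhesion and the cytoskeleton, Cldn1, which encodes claudin-1, rose from 6.00 ± 1.15 in Lu-neg to 9.12 ± 0.33 in Lu-pos cells (SD, n = 7 each), 8.65-fold (adjusted p = 0.000829 from limma). Rnd3 rose 2.41-fold, the myosin gene Myo6 2.02-fold and the actin-severing gene Scin 2.06-fold. Of the receptor genes, Dapk1, placed in this group by the paper, rose 2.02-fold, Notch1 1.78-fold, Epha2 1.68-fold and Tnfrsf10b 1.43-fold. The cytokine genes Csf1 and Lif rose 3.62-fold and 3.15-fold; Lif reached 9.68 ± 0.36 in Lu-pos against 8.02 ± 0.32 in Lu-neg cells (adjusted p = 0.000404). The enzyme genes Cel, Rnf19b and Sulf2 rose 3.13-fold, 2.08-fold and 1.77-fold; for Cel the log2 fold change was 0.56 in pairs 1 to 3 alone (adjusted p = 0.436) and 2.46 in pairs 4 to 7 alone (adjusted p = 0.0529), called in neither. Enc1 rose 2.68-fold and Ier5 1.61-fold. Smaller changes were those of Lmna at 1.51-fold, of the replication clamp gene Pcna at 1.38-fold (log2 fold change 0.46, standard error 0.10, adjusted p = 0.0166) and of Stat3 at 1.32-fold (0.40, standard error 0.07, adjusted p = 0.00559). Of these genes, all but Tnfrsf10b were higher in Lu-pos in 7 of 7 pairs; Tnfrsf10b was higher in 6 of 7. Arc was not called at a log2 fold change of 0.83 (standard error 0.24, adjusted p = 0.0555, higher in 6 of 7 pairs), nor was Steap3 at 0.27 (standard error 0.14, adjusted p = 0.313), which lay below the background level in both populations. Ppm1d, which encodes a phosphatase, had a log2 fold change of 0.06 (standard error 0.14, adjusted p = 0.875) and was higher in 3 of 7 pairs. Without the pairing, Stat3 (adjusted p = 0.0665), Tnfrsf10b (adjusted p = 0.134) and Cel (adjusted p = 0.0501) were not called and Arc was (adjusted p = 0.0374). Cel and Tnfrsf10b also lost their calls when single pairs were left out, with adjusted p up to 0.106 for Cel and 0.111 for Tnfrsf10b.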

Microarray data were validated on a large set of genes by qPCR (Fig. 1d, e), confirming that in addition to *Trp53* itself, the luminal progenitor-enriched population identified by ICAM-1 overexpressed numerous genes potentially activated by p53.

### Loss of p53 induces the expansion of luminal progenitors without affecting their identity

To study the impact of p53 loss on luminal progenitor characteristics, we used K5Cre;*Trp53*^*F/F*^ mutant mice that were previously characterized in our group [23]. In this model, *Trp53* deletion is targeted in embryonic K5-expressing mammary stem cells, leading to a complete loss of *Trp53* in both luminal and basal cell compartments from the adult mammary epithelium. The functional analysis of the p53-deficient luminal compartment revealed an increased ability to form mammospheres upon serial passages, indicative of a high content in self-renewing luminal stem/progenitor cells.

To study their molecular characteristics, we purified Lu-neg and Lu-pos cell subsets from mammary cells isolated from K5Cre;*Trp53*^*F/F*^ adult virgin mice and their control littermates, using flow cytometry (Fig. 2a). In line with our previous studies [8, 23], *Trp53* depletion was observed in both mutant luminal cell subsets (Fig. 2b) and the clonogenic activity was concentrated in the Lu-pos cell fraction, in mutant as in control epithelium (Fig. 2c). We found similar clonogenic cell contents in mutant and control Lu-pos populations; however, the proportion of Lu-pos cells within the total luminal compartment was higher in the mutant epithelium (Fig. 2d). These data indicated an expansion of progenitor cells within the luminal cell compartment of K5Cre;*Trp53*^*F/F*^ mutant mice, potentially due to an increased proliferative potential. Consistently, several important p53 target genes encoding negative regulators of cell cycle progression, i.e., p21, cyclin G1, and Gadd45a [43, 44] were repressed in p53-deficient Lu-pos cells (Fig. 2e). In addition, as shown by BrdU incorporation assays, p53-deficient colony-forming cells proliferated more than their control counterparts, generating larger colonies (Fig. 2f).

**Fig. 2:**
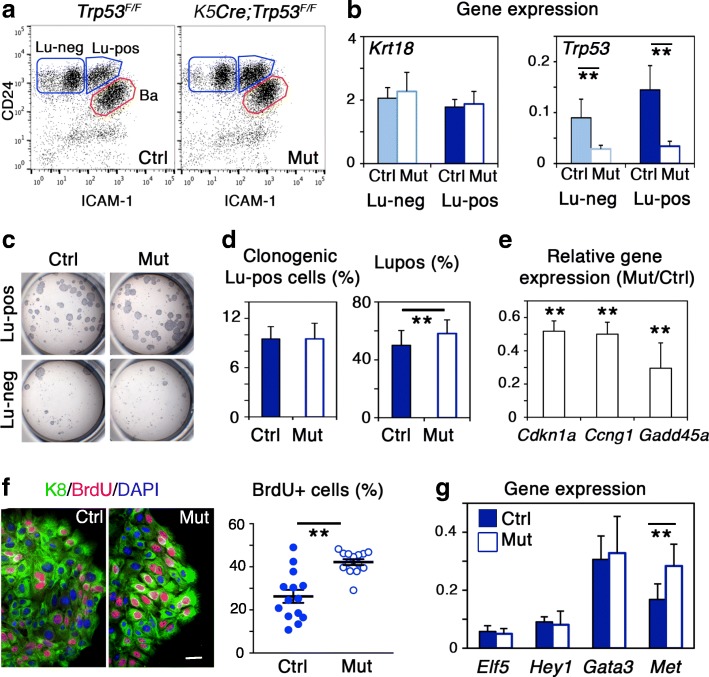
Loss of p53 induces expansion of luminal progenitors overexpressing *Met.* **a** Flow cytometry analysis of CD24 and ICAM-1 expression in mammary cells isolated from *Trp53*^*F/F*^ (Ctrl, control) and *K5Cre*;*Trp53*^*F/F*^ (Mut, mutant) adult virgin mice. **b** qPCR analysis of *Krt18* and *Trp53* expression in Lu-neg and Lu-pos cells isolated from control and mutant adult virgin mice. Data are the mean ± SEM of 4 separate cell preparations. **p ≤ 0.01. **c** Microphotographs of the colonies formed by 500 control and mutant Lu-neg and Lu-pos cells. **d** Left: Percentages of clonogenic cells in control and mutant Lu-pos cell populations. Data are the mean ± SEM of 3 distinct assays. Right: Percentages of Lu-pos cells in control and mutant luminal cell populations calculated from flow cytometry data. Values shown represent the mean ± SEM of 7 separate analyses of distinct cell preparations. **e** Expression of *Cdkn1a*, *Ccng1*, and *Gadd45a* (encoding p21, cyclin G1, and Gadd45a, respectively) in Lu-pos cells isolated from control and mutant adult virgin mice, evaluated by qPCR. Data are shown as mean ratios (± SEM) between gene expression levels in mutant and control Lu-pos cells from 4 separate preparations. **p ≤ 0.01. **f** Left: K8 and BrdU immunodetection in colonies derived from control and mutant Lu-pos cells. DAPI-stained nuclei appear in blue. Bar, 20 μm. Right: Percentages of BrdU^+^ cells. Each point represents counting of one microscope field comprising 100–300 DAPI-stained nuclei. Data are shown as mean ± SEM of countings from 2 distinct experiments. **p ≤ 0.01. **g** Expression levels of the luminal-specific regulators, *Elf5*, *Hey1*, *Gata3*, and *Met* in control and mutant Lu-pos cells, evaluated by qPCR. Data are the mean ± SEM of 3–4 separate preparations. **p ≤ 0.01

We did not find any alteration in the expression of *Mdm2* (Additional file 1: Figure S1d), one of the main p53-target genes involved in the complex feedback mechanisms regulating p53 activity [44]. Nonetheless, other important p53 targets potentially involved in feedback regulation and control of apoptosis, such as *Ppm1d*, *Stat3*, and *Tp53inp1* [43], were found underexpressed in mutant luminal progenitor cells (Additional file 1: Figure S1d). Of note, *Pcna* expression also was repressed in the absence of p53 (Additional file 1: Figure S1d). This observation is consistent with data reporting transcriptional activation of PCNA promoter by P53 and suggests a role for Pcna in DNA repair downstream of p53 [43]. Thus, in addition to its stimulatory effect on cell growth, loss of p53 might affect a broad range of luminal progenitor responses.

To further analyze the impact of p53 loss on the molecular characteristics of luminal progenitor cells, we compared expression of several lineage-specific genes in control and mutant Lu-pos cells, using qPCR. Expression levels of the luminal-specific keratin, *Krt18*, and the major transcription factors regulating the luminal progenitor cell fate, *Elf5*, *Hey1*, and *Gata3* [37, 39, 45], were similar in p53-deficient and p53-proficient Lu-pos cells (Fig. 2b, g). Very low levels of the basal-specific keratin, *Krt5*, were detected in mutant as in control Lu-pos cell subsets (Additional file 3: Figure S2a).

Altogether, these results indicate that loss of p53 in the mammary epithelium induced the in vivo expansion of luminal progenitor cells and stimulated their proliferative capacities without altering expression of their major lineage-specific determinants. Accordingly, a recent study reported that p53 loss targeted by the *Krt8* promoter caused the in vivo expansion of mammary luminal cells, increasing their proliferation and cell cycle activity without affecting their luminal fate, until tumor onset at 6–7 months of age [32]*.*

### Loss of p53 induces overexpression of Met signaling components in the mammary epithelium

It has been reported that p53 can regulate Met expression and affect Met signaling via various molecular mechanisms acting at transcriptional and post-transcriptional levels [46]. Interestingly, we found that *Met* expression was 1.7 times higher in mutant than in control Lu-pos cells (Fig. 2g), indicating that p53 loss in luminal progenitors was accompanied by increased Met transcript levels. Similarly, p53 inactivation in ovarian epithelial cells was shown to induce overexpression of *Met* transcripts [29]. This led to elevated levels of phosphorylated Met and to increased cell motility and invasion, even in the absence of HGF stimulation. Loss of p53 function has also been reported to enhance Met signaling in other types of epithelial cells, in particular by promoting Met recycling [30].

In the mammary epithelium, basal cells rather than luminal cells express *Hgf*, suggesting that they might be a source of active HGF and thereby control luminal progenitor function in a paracrine manner [8]. Loss of p53 did not lead to atypical *Hgf* expression in luminal cells; however, higher levels of HGF transcripts were detected in mutant basal cells compared to controls (Additional file 3: Figure S2b).

Collectively, our data suggest that overexpression of *Met* in luminal progenitors and *Hgf* in basal cells might both contribute to the enhanced mammary luminal cell growth observed in K5Cre;*Trp53*^*F/F*^ mutant mice.

### p53-deficient luminal progenitors are stimulated by Met activation but fail to acquire basal cell markers

To investigate the impact of p53 loss on the luminal progenitor response to Met activation, control and mutant luminal Lu-pos cells were grown as mammospheres in the presence or absence of HGF, for 10–12 days, as reported previously [8]. Part of the first generation mammospheres (MS1) was dissociated and replated to obtain second-generation mammospheres (MS2), a strategy used to evaluate the long-term developmental potential of stem/progenitor cells [23].

In line with our previous findings [23], we observed that in the absence of any treatment, p53-deficient Lu-pos cells formed more and larger MS1 and MS2 spheres than control cells (Fig. 3a, b, Additional file 3: Figure S2c). Mutant Lu-pos cells responded to HGF stimulation by an increase in the number and size of MS1 and MS2 spheres (Fig. 3a, b, Additional file 3: Figure S2c), showing that Met activation stimulated the clonogenic activity of p53-deficient luminal progenitors, as previously found for p53-proficient cells [8]. Of note, MS1 control spheres displayed a reduced level of *Trp53* upon HGF stimulation (Additional file 3: Figure S2d). This suggests that Met activation might negatively regulate p53 signaling in luminal progenitors, a mechanism that could account for their increased developmental potential upon HGF stimulation. In line with this hypothesis, Met signaling has been reported to inhibit p53 activity via Mdm2 in hepatocytes, promoting their survival in vivo and in vitro [28].

**Fig. 3:**
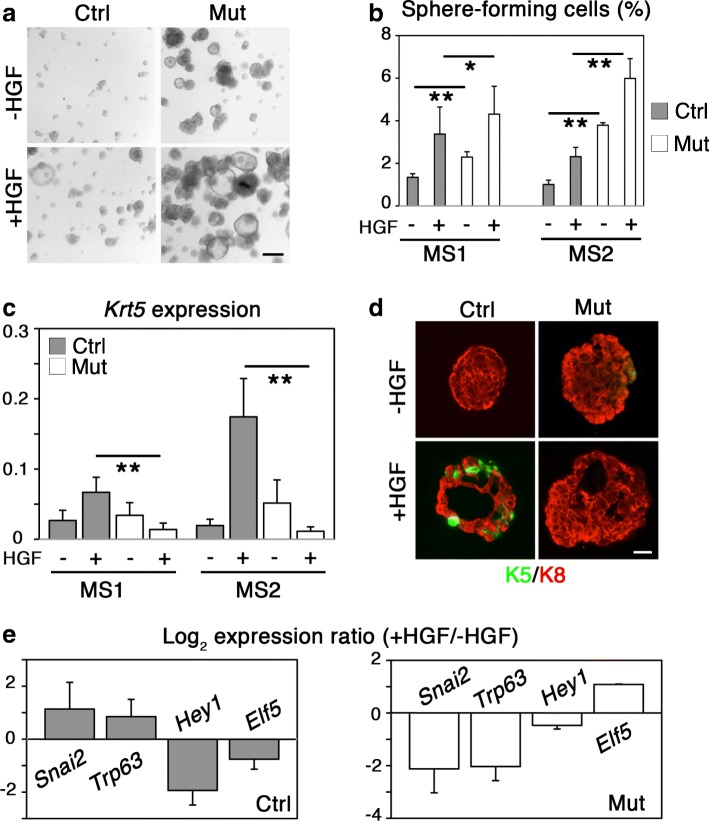
p53-deficient luminal progenitors are stimulated by HGF but fail to acquire basal-specific markers. **a** Microphotographs of secondary mammospheres derived from control and mutant Lu-pos cells cultured in the absence of presence of HGF for 10 days. Bar, 200 μm. **b** Percentages of sphere-forming cells after consecutive passages of 5000 control and mutant Lu-pos cells grown in the absence or presence of HGF. MS1 and MS2 refer to primary and secondary mammospheres. Data are the mean ± SEM of 4 distinct assays. *p ≤ 0.05, **p ≤ 0.01. **c** qPCR analysis of *Krt5* expression in MS1 and MS2 spheres derived from control and mutant Lu-pos cells cultured in the absence or presence of HGF. Data are the mean ± SEM of 4 separate preparations. **p ≤ 0.01. **d** Double K5/K8 staining of sections through secondary spheres derived from control and mutant Lu-pos cells cultured in the absence or presence of HGF. Bar, 40 μm. **e** Comparative expression levels of lineage-specific genes in MS2 spheres derived from control and mutant Lu-pos cells untreated or treated with HGF. qPCR data are expressed as log_2_ ratios of values normalized to *Gapdh.* Comparator values were those obtained with untreated cells. Data are the mean ± SEM of 3 distinct preparations

Luminal progenitors stimulated by HGF acquire basal cell markers [8]. We therefore examined if loss of p53 affected K5 expression in HGF-treated MS1 and MS2 spheres. Using qPCR, we found that unlike control, p53-deficient luminal progenitors failed to upregulate *Krt5* upon Met activation (Fig. 3c). Immunodetection studies confirmed that control MS2 spheres contained numerous K5-expressing cells, whereas p53-deficient spheres were almost exclusively composed of K8^+^ luminal cells (Fig. 3d).

Several antagonistic regulators of the balance between mammary luminal and basal phenotypes have been identified. Notch signaling that specifies the luminal cell fate negatively regulates the expression of ΔNp63, a p63 isoform required for the maintenance of basal cell characteristics [37, 47]. Elf5 promotes luminal cell differentiation by transcriptionally repressing Slug/Snail2, an EMT-associated transcription factor crucial for the mammary basal cell identity [48, 49]. As p53-deficient luminal progenitors failed to acquire K5 upon Met activation, we analyzed the expression of *Hey1* (a major effector of Notch signaling), *Trp63*, *Elf5*, and *Snai2* in control and mutant luminal progenitors stimulated by HGF. As expected, the absence of K5^+^ cells in HGF-stimulated mutant spheres was accompanied by low levels of *Trp63* and *Snai2* expression, whereas these basal-specific transcription factors were strongly induced in HGF-treated control spheres containing K5^+^ basal cells (Fig. 3e). Consistently, the luminal-specific regulator *Elf5*, repressed in HGF-treated control spheres, was upregulated in mutant cells upon HGF treatment, whereas *Hey1*, strongly downregulated in HGF-stimulated control spheres, was not significantly modulated in HGF-treated mutant spheres (Fig. 3e).

Collectively, these results show that p53 function is required for luminal progenitors to acquire basal characteristics upon Met activation (Fig. 4). Of note, in basal cells, loss of p53 did not affect the expression of *Trp63* and *Snai2* (Additional file 3: Figure S2e), two genes potentially regulated by p53 signaling [50–52]. This indicates that a p53-deficient context is compatible with expression of mammary basal cell characteristics.

**Fig. 4:**
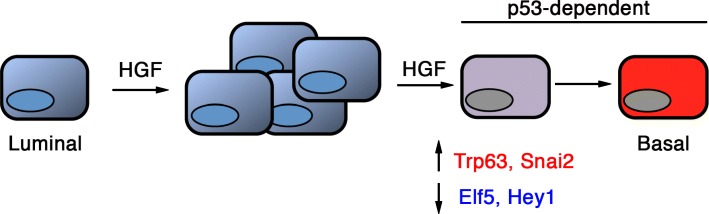
p53 controls the plasticity of mammary luminal progenitor cells downstream of Met signaling. HGF stimulates luminal progenitor activity and favors acquisition of basal-specific markers. The luminal-to-basal switch induced by Met activation depends on p53 function

## Conclusions

Our study provides a molecular analysis of the two main subsets of the mammary luminal compartments, luminal progenitors and hormone-sensing luminal cells. It reveals that luminal progenitors, the cellular targets of HGF/Met signaling in the mammary epithelium, overexpress p53 and numerous activated p53 target genes.

A growing body of evidence indicates that p53 can regulate self-renewal, differentiation, and plasticity of embryonic and adult stem/progenitor cells [21, 22]. Accordingly, we report that in vivo, loss of p53 induced the expansion of luminal progenitors and stimulated their proliferative and self-renewal activities. However, it did not affect their luminal identity. Moreover, p53-deficient luminal progenitors stimulated by HGF ex vivo failed to acquire basal-specific features, showing that p53 controls the plastic behavior of luminal progenitors downstream of Met activation. In the mammary epithelium, loss of p53 has been reported to promote self-renewal and symmetric division of stem cells [53, 54]. This mechanism might account, at least partly, for the inability of p53-deficient luminal progenitors to undergo a luminal-to-basal switch upon Met activation.

Interestingly, we found *Met* upregulated in p53-deficient luminal progenitors and *Trp53* repressed in HGF-stimulated luminal progenitors. This suggests a bi-directional crosstalk between Met- and p53-mediated signaling pathways in the control of luminal progenitor function and illustrates the cooperative molecular interplay between oncogene activation and tumor suppressor inactivation in the mammary epithelium.

Basal-type TNBCs are thought to originate from the aberrant amplification of luminal progenitors acquiring certain basal cell features [12–16]. Loss of P53 function is considered as an early key event in TNBC development leading to multiple genomic lesions and molecular alterations [17, 27]. Those include *MET* amplification, *MET* mutation, and MET signaling hyperactivation [18, 26]. Recent studies, using p53-deficient mouse models, suggest that Met activation synergizes with p53 loss to induce triple-negative mammary tumors, with basal or claudin-low characteristics [31, 32]. Our data indicate that neither p53 loss alone nor p53 loss combined with Met signaling activation caused an early detectable cell fate alteration in luminal progenitors. This process might occur at long-term during mammary tumorigenesis, as a consequence of the complex molecular abnormalities triggered by p53 loss.

## Additional files

Additional file 1: **Figure S1.** Molecular characteristics of the luminal subsets isolated from control and *K5Cre*;*Trp53*^*F/F*^ adult virgin mice using ICAM-1. (a) Heat map showing hierarchical clustering of the 7 Lu-pos and Lu-neg cell samples analyzed. A total of 1115 genes with a minimal intensity level of 7 displayed a fold-change ≥ 1.5. (b) Expression heat map of the top 100 modulated genes. (c) Venn diagram showing the number of activated p53 target genes differentially expressed in Lu-pos and Lu-neg cell populations. (d) Relative expression levels of p53 target genes in Lu-pos cells isolated from control and *K5Cre*;*Trp53*^*F/F*^ mutant adult virgin mice. The qPCR data are shown as mean ratios ± SEM between gene expression levels in mutant and control Lu-pos cells from at least 3 separate preparations. *p ≤ 0.05, **p ≤ 0.01.

Additional file 2: **Table S1.** KEGG pathway analysis on genes differentially expressed in Lu-pos compared to Lu-neg cell populations.

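Table S1 gives, for each of 48 KEGG pathways, the number of genes in the pathway and how many of them the paper found regulated in Lu-pos cells, parted into higher and lower genes. In the paper's table, 27 pathways have more higher than lower genes and 21 more lower than higher genes. There, 22 of 139 genes of oxidative phosphorylation were regulated, 1 higher and 21 lower, and 14 of 55 genes of glutathione metabolism, 2 higher and 12 lower. The paper's table gives 18 higher and no lower genes for PI3K-Akt signaling, 13 higher for MAPK signaling, 8 higher for NF-kappa B signaling, 9 higher and 7 lower for Hippo signaling, and 5 higher and 16 lower for protein processing in the endoplasmic reticulum. In the arrays as analysed here with limma, of 40 measured genes on a separate list of protein processing in the endoplasmic reticulum, 15 fell in Lu-pos cells and none rose (25 and 0 when adjusted over the list alone). They included the oligosaccharyltransferase gene Ostc (log2 fold change -1.02, standard error 0.14), the translocon gene Sec61b (-0.65, standard error 0.16), the chaperone cofactor gene Dnajc3 (-0.58, standard error 0.10) and Xbp1, which encodes a transcription factor of the unfolded protein response (-0.51, standard error 0.07). As a set this list was lower by camera (adjusted p = 3.4e-09), with an adjusted p = 0.164 with an estimated correlation. Its median was -0.46 in pairs 1 to 3 and -0.25 in pairs 4 to 7, and with the housekeeping scaling 3 of the 40 genes fell. Sec61b lost its call without the pairing (adjusted p = 0.106), with the housekeeping scaling (adjusted p = 0.0704) and without pair 1, 2, 3 or 7 (adjusted p between 0.06 and 0.0764).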

Additional file 3: **Figure S2.** Characteristics of the basal and luminal populations isolated from control and *K5Cre*;*Trp53*^*F/F*^ adult virgin mice, and of mammospheres derived from control and p53-deficient luminal progenitors. (a) Expression levels of the luminal- and basal-specific keratins (*Krt18* and *Krt5*) in control and p53-deficient Lu-pos cells, evaluated by qPCR. Data are the mean ± SEM of 4 separate preparations. (b) *Hgf* expression in control and p53-deficient Lu-neg, Lu-pos, and basal cell populations. The qPCR data are shown as mean ± SEM of 3 separate preparations. *p ≤ 0.05. (c) Size distribution of MS2 spheres generated by control and p53-deficient Lu-pos cells grown with or without HGF. Sphere areas were estimated in pixels on phase contrast pictures, using ImageJ software. Spheres of ≤ 400 and > 400 pixels were defined as small and large, respectively. Data are the mean ± SEM of 4 separate preparations. (d) *Trp53* expression in MS1 and MS2 spheres derived from control and p53-deficient Lu-pos cells grown with or without HGF. The qPCR data are shown as mean ± SEM of 4 separate preparations. *p ≤ 0.05. (e) Expression levels of *Trp53*, *Trp63*, and *Snai2* in basal cells isolated from control and *K5Cre*;*Trp53*^*F/F*^ mutant adult virgin mice, evaluated by qPCR. Data are the mean ± SEM of 3 separate preparations. **p ≤ 0.01.

## Abbreviations

BrdU: 5-Bromo-2′-deoxyuridine
EMT: Epithelial-mesenchymal transition
ER: Estrogen receptor
FBS: Fetal bovine serum
HGF: Hepatocyte growth factor
PR: Progesterone receptor
Prlr: Prolactin receptor
TNBC: Triple-negative breast cancer

How the deposited data were processed for this re-analysis (not part of the article)

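Gene expression was measured on 14 single-colour Affymetrix whole-transcript mouse arrays, 7 of Lu-neg (CD24-positive, ICAM-1-negative) and 7 of Lu-pos (CD24-positive, ICAM-1-positive) luminal cells sorted from mammary glands of adult virgin mice. Samples were mapped to population and pool from the sample labels. The authors amplified the RNA, hybridised it and deposited log2 intensities per probe set; the submitters' processing notes name RMA and the Affymetrix Expression Console, with no version. The paper's own analysis used quantile normalization in EASANA, which was not repeated here. The values have no depth in reads; the number of arrays and the signal over background limit the precision. No 2 arrays held identical values.

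Computed here from the deposited log2 values were gene levels, tests between the populations, tests of gene lists and the grouping of the arrays, with R 4.3.3 and limma 3.58.1. Of 41345 probe sets, 23521 have 1 gene symbol in the annotation used, 1814 have several and 16010 have none there. Of the 23521, 23328 matched a gene of the RefSeq table of assembly GRCm38.p6, and 0 symbols needed updating. The array annotation names no genome build, so no coordinates are given. Some genes that the paper names have no single-symbol probe set in this annotation and are not analysed here. Of 22180 genes, 1082 had several probe sets, and the brightest stood for the gene. No filter on level was set before the test. The background level, 3.73, was the 95th percentile of the mean over arrays of 1390 olfactory and vomeronasal receptor genes.

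Lu-pos was compared with Lu-neg by lmFit and eBayes of limma with the pair as a block, since the paper used a paired comparison and the series' design calls the samples paired, and adjusted p-values (Benjamini-Hochberg) under 0.05 were called. That the numbers pair the arrays was checked from their deviations from the group means: the correlation within the 7 pairs was 0.212, 0.316, 0.212, 0.20, 0.283, 0.232 and 0.184. In pairs 1, 6 and 7 an array correlated better with an array of another pair, at 0.26, 0.242 and 0.242. The separation of pairs 1 to 3 from pairs 4 to 7 adds to the correlations within a pair: between arrays of different pairs the mean was 0.116 among pairs 1 to 3, 0.0792 among pairs 4 to 7 and -0.136 across these sets. The pairing therefore rests on the study's description, with these values as a check only. Gene lists, 24 in all with 624 measured entries, were tested with camera at a preset correlation of 0.01 and adjusted over the lists; 14 were called, none with an estimated correlation (smallest adjusted p = 0.0753), and 15 by fry, which does not compare a list with other genes. On simulated arrays with the 22180 genes' means and spread and 200 changed genes, the paired test recovered 53.7% of genes changed 1.5-fold, 82.1% of those changed 2-fold and 98.5% of those changed 4-fold, and 8.24% of its calls were unchanged genes. On the real arrays 2559 genes were called, and with more changed genes the adjustment sets a looser cut. Genes varied independently in the simulation. These shares therefore do not carry over to the real arrays.

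Genes were named by rule: each gene the paper names for the arrays, the 10 largest rises and 10 largest falls among called genes above background with the same sign in all 7 pairs, and from each list up to 2 called genes with the largest rise and 2 with the largest fall. Further list members named in the text as examples, and the genes named for the split between pools, were chosen after their values were seen. These rules, the lists and the following alternatives were set before the data were examined: no pairing, the methods' t-test with and without adjustment, eBayes with trend and robust, array weights, genes under the background level left out, the mean of a gene's probe sets, scaling to 8 housekeeping genes or to the 75th percentile, other level thresholds, other list tests, and leaving out each pair. The pairs 1 to 3 and the pairs 4 to 7 were also fitted alone, and the housekeeping scaling was repeated without Hprt, alternatives chosen after the data were seen. The paper's experiments on p53-deficient cells, mammospheres and HGF are not analysed here, nor are the published set of p53 targets and the KEGG lists that it used; the p53 targets named in its text form 1 of the 24 lists tested.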

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

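The test of textbook p53 targets by camera was chosen after the result was seen; the other explanations below had their tests written first.

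Deviations of the arrays from their population means separated pairs 1 to 3 from pairs 4 to 7. Between these sets, 10 genes differed by more than 2 on the log2 scale in the same direction in both populations, among them, picked after their values were seen, Ifi202b (-4.07 in Lu-neg and -5.84 in Lu-pos, pairs 1 to 3 minus pairs 4 to 7), Coro2a (3.34 and 3.02) and Il33 (-3.80 and -2.21). A batch of amplification or hybridisation is a candidate explanation. Over 1390 receptor genes, which luminal cells hardly express, the difference between the sets had a standard deviation of 0.17. This was rank 1 of the 35 ways to part 7 pairs into 3 and 4, although the highest other way gave 0.159. The split was found on these same arrays, and it was also rank 1 over genes above background (0.348, highest other way 0.308). The rank therefore cannot tell a batch from another difference that the arrays of a set share. The strain of the pools is a candidate as well and stays open. The 12 genes of the major histocompatibility complex had a median absolute difference of 0.263, the 88.4 percentile of matched random lists, which decides neither way. A median over a list cannot show a difference confined to a few genes, such as the large ones named above. Sequence differences under the probes could move receptor genes too. The pair term of the test removes shifts that both populations of a pair share. It does not remove a difference between the populations that itself varies between the 2 sets. A limma test of such a variation called 3 genes at an adjusted p under 0.05. At an unadjusted p under 0.05 it gave 1976 of 22180 genes, more than chance alone would give if genes were independent.

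Of 69 oxidative phosphorylation genes, 37 were called lower in Lu-pos, with a median log2 fold change of -0.403 and an adjusted p = 0.091 for the list with an estimated correlation. A bias against short, abundant transcripts would lower cytosolic ribosomal protein genes as well, but 53 of these had a median of 0.0443 (bootstrap interval 0.0129 to 0.0786), with 2 higher and 0 lower in limma (the interval is over genes, which are not independent). Scaling to housekeeping genes left the median of the list at -0.259, with 15 genes called lower. The 69 mitochondrial ribosomal protein genes, none of them in the list, had a median of -0.257, the 0.07 percentile of matched random lists, with 16 lower and 1 higher, which is consistent with lower expression of nuclear genes for mitochondria in general in Lu-pos cells. This is a hypothesis found and tested on the same arrays, and neither mitochondrial content nor respiration was measured.

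The textbook p53 targets were not called higher in Lu-pos as a set. Of the 22 measured targets that the study names, 19 were called higher, but the study chose them on these arrays because they were higher. No test compared the lists. Signal near background is not a sufficient account, since 81.5% of the measured textbook targets lay above the background level. Higher p53 activity in Lu-pos as a cause of the rises stays open: the textbook list as a set was not called (adjusted p = 0.123, 1 gene higher and 7 lower), a p that does not show the absence of a change, and with the housekeeping scaling its median changed sign. Fry, which asks whether the genes of the list move one way without comparing them with other genes, gave an adjusted p = 0.0176 for a fall. The paper has other evidence on this question, which is not analysed here. It reports higher Trp53 in Lu-pos cells from its arrays and qPCR. It also reports by qPCR that several p53 targets, Cdkn1a and Ccng1 among them, were lower in p53-deficient Lu-pos cells. Trp53 has no single-symbol probe set in the annotation used here.

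Milk genes, which the paper does not discuss for these arrays, were higher in Lu-pos: 8 of 13 rose and none fell (10 when adjusted over the list alone), with a median log2 fold change of 1.55. Csn1s1 (3.13), Csn2 (2.42), Btn1a1 (2.11) and Mfge8 (2.02) led. The caseins varied by several log2 units between pools, and Csn1s1 (adjusted p = 0.131) and Csn2 (adjusted p = 0.361) were not called without the pairing, which left 5 of the 13 genes higher. Csn2 was also not called when pair 3, 4, 5, 6 or 7 was left out (adjusted p between 0.0706 and 0.0955), nor Csn1s1 without pair 3 or 4 (adjusted p = 0.0522 and 0.0513). The camera test gave an adjusted p = 3.4e-09, with an adjusted p = 0.115 with an estimated correlation.

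Of 19 interferon response genes, also outside the paper's account, 7 fell in Lu-pos, 1 was called higher and 11 were not called (8 and 2 when adjusted over the list alone), with a median log2 fold change of -0.29. Stat2 (-1.36), Oas2 (-0.89), the immunoproteasome genes Psmb9 (-0.82) and Psmb8 (-0.68) and Bst2 (-0.77) fell. The gene called higher, Ifit2 (0.34), lay below the background level in both populations, at 2.65 and 2.98, and its call (adjusted p = 0.0498 from limma) was lost when any pair but pair 6 was left out, with adjusted p between 0.0558 and 0.119. Oas2 lost its call without pair 1, 2, 3 or 6 (adjusted p between 0.0547 and 0.0813) and with the housekeeping scaling (adjusted p = 0.0633). The camera test called the list lower (adjusted p = 0.0186), but not on ranks (adjusted p = 0.0677) or without replicate 6 (adjusted p = 0.0523), with an adjusted p = 0.147 with an estimated correlation.

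Single arrays stood apart from the other 6 of their population for 4 genes: Rspo1 at 6.02 in Lu-pos of pair 7 (nearest array 6.83), Cdkn1a at 8.64 in Lu-neg of pair 3 (nearest 9.29), Trp53inp1 at 7.78 in Lu-neg of pair 4 (nearest 8.14) and Gata3 at 7.51 in Lu-neg of pair 5 (nearest 7.84). Of 84 groups of 7 arrays examined, chance alone gives about 4.2 such cases.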

How the results depend on the processing

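The pairs 1 to 3 and the pairs 4 to 7 were taken alone, and Hprt was left out of the scaling, only after the data were seen; all other alternatives were set beforehand. Of 101 named genes, 91 were called; all 91 kept their direction under the alternatives run for single genes (no pairing, the methods' t-test without adjustment, trend and robust, mean of probe sets, both scalings and leaving out each replicate), and 73 also stayed past the threshold under each; array weights, leaving out dim genes and the adjusted t-test were run for counts, not for single genes. In the following, the cause was not tested unless given. Without the pairing limma called 816 higher and 1222 lower genes, 222 and 298 past 1.5-fold and a level of 7, and 1428 past 1.5-fold at any level; Aurka, Ifit2 and Klf2 lost their calls beside the genes named at the results. The methods' t-test gave 1809 higher and 2940 lower genes, having no adjustment, and 459 and 737 with it, 218 lower past 1.5-fold and a level of 7, and 824 past 1.5-fold. Housekeeping scaling, which shifts all fold changes, gave 1813 and 830, and 1262 and 1036 with Hprt left out. With fewer arrays, pairs 1 to 3 alone gave 459 and 489, 217 lower at the level of 7 and 948 past 1.5-fold; pairs 4 to 7 gave 296 and 515, 126 and 189, and 762. A level of 7 in both populations left 94 higher and 142 lower genes, on every array 54 and 65, and a level of 6 gave 391 and 605. Leaving out 1 replicate gave 718 to 897 higher and 1190 to 1367 lower genes, 215 to 246 and 294 to 359 at the level of 7, and 1337 to 1612 past 1.5-fold.

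With an estimated correlation, which allows for genes that vary together, the adjusted p was 0.0753 for both progenitor lists and the study's p53 targets, 0.091 for the further hormone-sensing markers and oxidative phosphorylation, 0.115 for milk genes, 0.147 for interferon, 0.137 for the short hormone-sensing list (Esr1, Pgr, Wnt4, Tnfsf11), 0.164 for glutathione, Hippo and protein processing, 0.176 for NF-kappa B, 0.192 for PI3K-Akt and 0.499 for proliferation. On ranks, basal markers were called (0.0358) and interferon was not (0.0677). Fry called the textbook p53 targets (0.0176) and housekeeping genes (0.0384), did not call proliferation (0.459) and gave the other direction for immune markers (0.987). Housekeeping scaling ended the calls of Hippo (0.0982) and proliferation (0.19), which was also not called without the pairing (0.0634) or without dim genes (0.074). Leaving out 1 replicate moved the adjusted p between 0.000386 and 0.303 for basal markers, 0.00667 and 0.943 for endothelial markers, 0.00351 and 0.339 for proliferation and 0.00994 and 0.0523 for interferon.

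Among genes not called, signs turned for Ppm1d (-0.0333 in pairs 1 to 3; -0.085 to 0.142 leaving out 1 replicate), Cdkn1a (-0.15 in pairs 4 to 7; -0.075 to 0.133), Krt18 (-0.04 in pairs 1 to 3, -0.00643 with the mean of probe sets; -0.0217 to 0.0433), Hgf (0.11 in pairs 1 to 3), Trp63 (-0.12 in pairs 4 to 7; -0.0717 to 0.148) and Snai2 (0.0666 with housekeeping scaling, 0.44 in pairs 1 to 3; -0.30 to 0.13). Genes near the background level of 3.73, such as Hgf, Trp63 and Snai2, are measured with little signal over background.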

Differences from the paper's values

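The paper reports 1115 modulated genes at a log2 level of at least 7, and 568 were found here at 1.5-fold, that level and an adjusted p under 0.05 from limma; the paper's threshold was an uncorrected p. The paper's 447 genes higher in Lu-pos compare with 233 here, and the paper's 668 lower genes with 335. The paper's level is that of its own normalization, which is not the one of the deposited values. The set of genes differs too, since the paper used FAST DB annotations. Left out here were 16010 probe sets with no gene symbol in the annotation used and 1814 with several. Of the alternatives set before the data were examined, a level of at least 6 came within 1.5 times of all 3 values, with 391 higher and 605 lower genes, 996 in all, and the housekeeping scaling did so for the higher genes only, with 332. No other alternative did: the methods' t-test at its uncorrected threshold gave 591 genes, 243 higher and 348 lower.

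For the genes of Fig. 1b the paper names Elf5 as the largest and Wnt4 as the smallest change. Here Hey1 (4.45-fold) and Elf5 (4.42-fold) differed by less than the standard errors of their log2 fold changes, and Wnt4 was the smallest, both among the measured genes of that figure only. The paper describes the hormone receptors as very low in Lu-pos cells; Esr1 was at 6.77 and Pgr at 6.39 there, against a background level of 3.73. The paper places Prom1 among its top modulated genes; its mean was 6.69 in Lu-neg cells, below the level of 7, and it was 3.09-fold lower in Lu-pos. The paper lists Ppm1d, Steap3 and Arc among the p53 targets overexpressed in Lu-pos. Of the 22 such genes measured, 19 were called higher here and these 3 were not, at log2 fold changes of 0.06, 0.27 and 0.83. Arc was called by the methods' t-test at its uncorrected threshold, by limma with no pairing, with trend and robust or with either scaling, and without replicate 4; no alternative called Ppm1d or Steap3.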

Other observations

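Beyond the genes at the paper's claims, luminal epithelial genes split: of 10 measured, the mucin gene Muc1 rose in Lu-pos (log2 fold change 1.56, standard error 0.15) and the keratin genes Krt7 (-0.59, standard error 0.12) and Krt19 (-0.49, standard error 0.10) fell, the same 1 and 2 when adjusted over the list alone (camera adjusted p = 0.496); with the housekeeping scaling Krt19 was not called (adjusted p = 0.0922), which left 1 higher and 1 lower. Of 23 Notch pathway genes, 5 rose and 4 fell, also when adjusted over the list alone (camera adjusted p = 0.116): Hey1 (2.15), the coactivator gene Maml2 (1.41) and the receptor genes Notch1 (0.83) and Notch2 (0.62) were higher, whereas the ligand gene Jag1 (-1.68) and the modulator gene Lfng (-0.86) were lower. Of 22 immediate-early and stress genes, Nr4a1 (0.80) and Ier3 (0.40, not called without pair 1, 2, 3, 5 or 7) rose and Socs3 (-1.27) and Klf2 (-0.98) fell, the same 2 and 2 when adjusted over the list alone (camera adjusted p = 0.246). Of 24 proliferation genes, Aurka (-0.58) fell and none rose, also when adjusted over the list alone; with the housekeeping scaling 5 were higher and none lower, Aurka being lost (adjusted p = 0.0575), and in pairs 4 to 7 alone 3 were higher and none lower. Camera called the list higher at an adjusted p = 0.0436 (median 0.14; an adjusted p = 0.499 with an estimated correlation). Of 8 housekeeping genes, Hprt (-0.60) fell, also when adjusted over the list alone, and the list was not called by camera (adjusted p = 0.235). The immune (adjusted p = 0.663), endothelial (adjusted p = 0.371), basal (adjusted p = 0.071) and fibroblast and adipocyte (adjusted p = 0.223) marker lists were not called by camera.

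Several genes that the paper measured by qPCR in p53-deficient or HGF-treated cells have array values in the unmodified populations. Krt18 was at 11.44 ± 0.04 in Lu-neg and 11.46 ± 0.20 in Lu-pos cells (SD, n = 7 each). Gata3 had a log2 fold change of -0.28 (adjusted p = 0.0551 from limma) and was lower in Lu-pos in 7 of 7 pairs; limma called it with the mean of its probe sets (adjusted p = 0.0466), and so did the methods' t-test. Hgf lay below the background level in both populations, at 2.52 and 2.37, and Snai2 near it, at 3.76 and 3.68, as did Trp63, at 3.98 and 3.99.

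Chance as an account of the gene counts was examined by exchanging Lu-pos and Lu-neg within pairs, 64 exchanges with the real one, each keeping all 7 pairs parted. The real arrangement gave 964 higher and 1595 lower genes and the highest other count in either direction was 1; it gave 233 and 335 genes past 1.5-fold and a level of 7, against a highest other count of 0; and it gave 1595 genes past 1.5-fold at any level against 1. In each of these 5 counts 1 of 64 exchanges, the real one, was as large, the lowest share that 64 exchanges can give. The counts overlap and are not separate tests. Exchanging some of the pairs also moves real differences into the residual spread, which lowers the other counts. Chance is therefore not excluded beyond that share. In 100 splits of the 14 arrays that ignored the pairs, the real one called 2038 genes and the highest other 2. For the gene list tests chance cannot be excluded: 14 lists were called in the real arrangement and 15 in the highest other, and 4 of the 64 exchanges called at least as many, the real one among them.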
